A study of Mus musculus and Homo sapiens with 12 samples. Its data were reported in "RNA m5C oxidation by TET2 regulates chromatin state and leukaemogenesis" (2024).

How the data were processed

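Chromatin-associated RNA (caRNA) was fragmented, and fragments carrying 5-methylcytosine (m5C) were pulled down with an antibody and sequenced (the m5C-IP libraries) beside fragments taken without pull-down (Input). Wild-type mouse embryonic stem cells (mESC) and wild-type K562 cells each gave 3 m5C-IP and 3 Input libraries, so that 12 libraries fell into 4 groups. Groups and replicate numbers were taken from the library titles. The antibody label did not follow the titles: it named no antibody for the mESC IP libraries and the m5C antibody for the K562 Input libraries.

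The authors deposited raw read counts per gene for each of the 12 libraries and a peak list for each of the 3 mESC IP libraries. According to the methods of the study, reads were trimmed with Trimmomatic, aligned with HISAT2 to the mouse (mm10) or human (hg38) genome together with spike-in sequences, and cleared of duplicates with Picard before peaks were called. The deposited counts end in the summary lines that HTSeq writes. Whether duplicates were removed before counting, and whether the counting used the strand of a read, was not stated, so counts of overlapping and antisense genes are uncertain, and counts of near-identical gene copies can be split between them. HTSeq can count a read with several alignments once for each alignment in its summary lines, so shares there are shares of counted records, not of reads. Peaks were called by the authors with MACS2 for each library and strand, with fragments extended to 150 bp. The deposited peak lists carry positions and a strand with no usable peak score, so peaks were neither ranked nor filtered by score. No spike-in lines were used here, and values are relative within a library.

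Counts in the summary lines stayed out of library sizes and tests; they made up 19.0% to 19.3% of records in the mESC Input libraries, 71.4% to 71.7% in the mESC IP libraries, 26.0% to 26.2% in the K562 Input libraries and 60.7% to 61.4% in the K562 IP libraries. Symbols, biotypes, positions and GC content came from GENCODE M21 (GRCm38) and GENCODE 44 (GRCh38), which are other releases than those the study names. Of the gene identifiers, 99.9% matched for mouse and 99.2% for human, and unmatched genes took at most 0.184% of the gene counts of any library.

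Genes were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) on the counts as deposited, with TMM scaling, filterByExpr and Benjamini-Hochberg adjustment at 0.05, separately for each cell line. The standard error of a log2 IP/Input was its absolute value divided by the square root of the F statistic. The difference between cell lines was the interaction of cell line and library kind over all 12 libraries, for genes that share a symbol. The common biological coefficient of variation was 0.0583 in mESC, 0.00988 in K562 and 0.0208 in the joint fit, so the K562 test rests on a spread close to counting noise. Gene sets of at least 3 tested genes were compared with all other genes by camera in limma 3.58.1, two-sided, with a preset correlation of 0.01, and by fry. Composition was compared by exact two-sided permutation tests, for which 3 libraries against 3 cannot give a p-value below 0.1. Intervals and floors cover counting error only, and reads without molecular identifiers are not independent molecules.

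Genes named were chosen by a rule written before the data were examined: in each cell line the 5 genes with the largest and the 5 with the smallest log2 IP/Input among those past the threshold, with a mean of at least 5 CPM and with the IP and Input values not overlapping; 11 genes of the m5C pathway; and for the difference between cell lines the 3 genes at each end, among those past the threshold with a mean of at least 5 CPM and no overlap of IP and Input values in both lines. Genes outside these limits, some with larger fitted values, were not named. The rule for naming peaks needed scores and was not used. Where a group had 0 counts, a bound was computed against 3 counts; with 1 to 3 counts the ratio of CPM is given with its exact (Clopper-Pearson) 95% interval. These ratios use library sizes without TMM factors.

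Peaks of the 3 replicates were merged per strand where they overlapped by at least 1 bp. Repeat-masked bases were the lower-case bases of the GRCm38 sequence; 1000 random sets of the same widths were placed within the same gene, or outside genes, as each region was, and 100 random sets were placed anywhere on the chromosome for the annotation. Repeat families were not used here.

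The scripts were tested on simulated data. With 200 changed genes at a mean of at least 20 simulated IP counts, 200 were recovered in the mESC fit over 15502 genes, 200 in the K562 fit over 13435 genes and 199 in the joint fit over 11650 genes. At 1 to 20 counts, 159, 169 and 158 of 200 were recovered, over 15506, 13478 and 11655 genes. Of all calls in these runs, 3.43% to 6.47% were false. The planted changes were large, all other genes were left unchanged, and the spread was set by hand rather than taken from the fits. The real mESC fit called 16590 of 20244 genes, so these rates of recovery and false calls do not carry over to the data. Of 300 shared peak regions planted among 3300, 300 were found.

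Alternatives fixed before the data were examined were RLE scaling, library size scaling alone, no filter or a mean count of at least 50, DESeq2 1.42.0, a replicate block, a GC correction (a loess offset with span 0.4), removal of mitochondrial genes and of genes over 1% of counts, a test against a log2 change of 1, and leaving out each library. For peaks they were presence in at least 2 replicates, an overlap of 50% of both peaks, strand ignored and other masking limits. Thinning Input counts to the IP depth, taking an even background from the IP counts, leaving out each library on an unchanged gene list, and the alternatives for set differences between cell lines were added after the data had been seen.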

Results

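Wild-type mESC, grown from mouse embryos, and K562, an established human leukaemia cell line, were profiled for m5C in caRNA, the RNA retained in the chromatin fraction. Each of the 4 groups held 3 libraries. Counts in genes ranged from 29007088 to 34752646 in the mESC Input libraries and from 473398 to 592324 in the mESC IP libraries. They ranged from 10477119 to 11865285 in the K562 Input libraries and from 93110 to 111286 in the K562 IP libraries. A floor of 3 counts therefore stood for 0.0863 to 0.103 CPM in mESC Input, 5.06 to 6.34 CPM in mESC IP, 0.253 to 0.286 CPM in K562 Input and 27.0 to 32.2 CPM in K562 IP. Low genes were thus measured far less well in IP than in Input.

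Replicates were compared before they were averaged. Between the K562 Input libraries, chi-square per degree of freedom over genes was 0.905 for replicates 1 and 2 and 0.915 for replicates 1 and 3, each with p = 1, and 1.04 for replicates 2 and 3 (p = 0.000237). Over 20 bins of GC content, the same pairs gave 36.8, 21.1 and 98.6 per degree of freedom. The libraries thus differed beyond sampling noise in GC content, and they were kept as 3 replicates. A difference in GC content does not show whether these libraries came from separate cultures. If they did not, the standard errors and p-values in K562 cover library preparation and counting rather than the spread between cultures. Between the mESC replicates the chi-square per degree of freedom over genes was 2.09 to 2.47 for Input and 4.18 to 4.29 for IP, and between the K562 IP replicates it was 1.18 to 1.26.

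The first question was how the pull-down changed what was sequenced. Records not aligned uniquely made up 26.9% ± 0.118 (SD, n = 3) of the mESC IP libraries and 6.55% ± 0.170 of the mESC Input libraries. In K562 they made up 32.0% ± 0.409 and 8.74% ± 0.0201. Records outside annotated features were 43.7% ± 0.170 of mESC IP and 9.65% ± 0.0281 of mESC Input, and 26.1% ± 0.855 of K562 IP and 12.4% ± 0.0925 of K562 Input. Records in genes were 28.4% ± 0.164 against 80.8% ± 0.182 in mESC and 39.0% ± 0.366 against 73.9% ± 0.0906 in K562. Of the gene counts, lncRNA genes took 13.1% ± 0.200 against 4.54% ± 0.151 in mESC and 10.1% ± 0.147 against 7.72% ± 0.0283 in K562. Mitochondrial genes took 0.0514% ± 0.000469 of the IP and 0.113% ± 0.00167 of the Input gene counts in mESC. In K562 they took 0.560% ± 0.00885 and 0.0354% ± 0.00376. In each of these comparisons the 3 IP libraries lay on one side of the 3 Input libraries, and the exact two-sided permutation p was 0.1, the smallest that 3 against 3 allows. The IP to Input ratio of the mitochondrial share in K562 was 15.8, and it moved most, to between 14.9 and 16.5, when a library was left out.

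**Figure D1:**
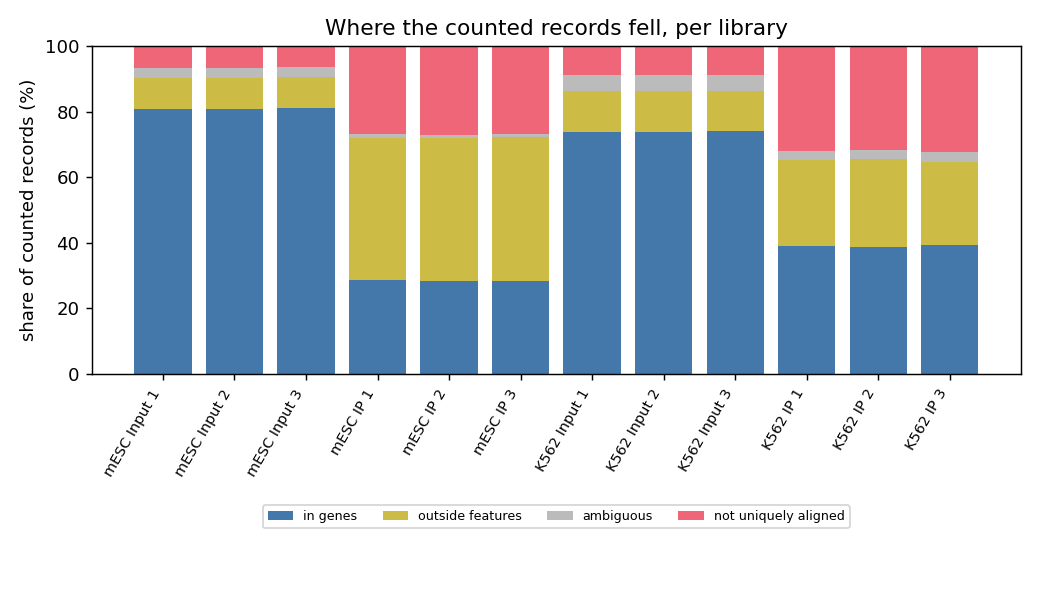
Share of counted records (%, vertical axis) in each of the 12 libraries (horizontal axis), stacked by where HTSeq placed the record. The 6 IP libraries hold 28.3% to 39.3% in genes, and the 6 Input libraries hold 73.8% to 81.0%.

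Genes were then compared between IP and Input within each cell line, which asks which transcripts carry more m5C signal than their abundance accounts for. In mESC, 16590 of 20244 tested genes had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these, 8078 were higher and 8512 lower in IP; 7720 were higher and 7384 lower by a log2 of at least 1. The direction rested on the scaling: 48.7% of calls were higher with TMM and 67.9% with library size scaling alone. The median log2 IP/Input of all tested genes was -0.17 with TMM, 0.00 with RLE scaling, 0.83 with library size scaling alone and -0.59 with the GC correction. The count moved most when Input counts were thinned to the IP depth, to 6173 genes. Leaving out any 1 Input library gave 9236 to 9251 calls, because fewer genes passed the count filter. On an unchanged gene list each leave-one-out fit called 15240 to 16033 genes.

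Genes at both ends of the mESC ranking had few counts in one kind of library. Gm10717 (ENSMUSG00000095891.7, chromosome 9, 3025417 to 3033289, GRCm38) had 295, 381 and 251 IP counts and 5, 5 and 2 Input counts, a log2 IP/Input of 11.09 (SE 0.26, edgeR adjusted p = 1.27e-14). Gm11168 (ENSMUSG00000096385.7, chromosome 9, 3003346 to 3006948) had 263 IP counts and 1 Input count, a CPM ratio of 15394 (95% interval 2739 to 610326). The value of Gm10717 lay between 11.01 and 12.01 when a library was left out. Both genes lie in the same megabase, where reads can be split between near-identical copies, so their counts are uncertain. Ccdc183 (ENSMUSG00000026940.3, chromosome 2, 25608635 to 25617678) had 60 IP counts and none in Input, at least 1171-fold higher in CPM. Gm26794 (ENSMUSG00000097837.1, a lincRNA gene on chromosome 2, 55433514 to 55437860) and Mymk (ENSMUSG00000009214.9, chromosome 2, 27061636 to 27072179) each had 50 IP counts and none in Input, at least 976-fold higher. The Mymk value rested on 1 library, with 7, 39 and 4 counts in the 3 IP libraries, and without IP replicate 2 the gene did not pass the count filter.

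At the lower end, Rps27l (ENSMUSG00000036781.13, chromosome 9, 66946086 to 66949516) had 1202 Input counts and none in IP, at least 6.85-fold lower in CPM. Bet1 (ENSMUSG00000032757.6, chromosome 6, 4076899 to 4086972) had 1010 Input counts and none in IP, at least 5.75-fold lower. Single IP counts were found for 4833417C18Rik (ENSMUSG00000086015.1, chromosome 11, 95858865 to 95861044; Input to IP ratio of CPM 23.8, 95% interval 4.26 to 941), Ndufa5 (ENSMUSG00000023089.12, chromosome 6, 24518666 to 24528013; ratio 21.6, 3.87 to 853) and Zfp595 (ENSMUSG00000057842.14, chromosome 13, 67312998 to 67332570; ratio 19.6, 3.52 to 777). Each of these 10 genes kept its direction and an adjusted p under 0.05 in each alternative in which it was tested.

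In K562, 4576 of 14522 tested genes had an adjusted p under 0.05, 2191 higher and 2385 lower in IP; 2017 were higher and 1014 lower by a log2 of at least 1. Higher calls made up 47.9% with TMM, 70.2% with library size scaling alone, 64.8% with DESeq2 and 62.2% with the GC correction. The median log2 IP/Input was -0.16 with TMM, -0.04 with RLE scaling and 0.11 with library size scaling alone. With Input counts thinned to the IP depth, 539 genes were called. Leaving out any 1 Input library gave 1090 to 1174 calls over fewer tested genes, and on an unchanged gene list the leave-one-out fits called 3562 to 4492.

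The K562 genes at the upper end had 14 to 51 counts over the 3 IP libraries. ENSG00000261095.1 (a lncRNA gene on chromosome 16, 87212122 to 87226430, GRCh38) had 10, 35 and 6 IP counts and 9 Input counts, a log2 IP/Input of 8.94 (SE 0.47, edgeR adjusted p = 1.97e-45). It was 7.84 without IP replicate 2 and 10.66 without Input replicate 1, which held most of the counts of their groups. MUC2 (ENSG00000198788.8, chromosome 11, 1074875 to 1110511) had 16 IP and 2 Input counts, a CPM ratio of 868 (95% interval 204 to 7779). FAM153CP (ENSG00000204677.10, chromosome 5, 178006348 to 178086529) had 17 and 3 counts, a ratio of 615 (178 to 3274). FAM20C (ENSG00000177706.8, chromosome 7, 192571 to 260772) had 14 and 3 counts, a ratio of 506 (141 to 2747). ENSG00000182230.12, which had no entry in the annotation used, had 19 and 2 counts, a ratio of 1030 (249 to 9123).

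The 5 K562 genes at the lower end had no IP counts, and each was tested in 3 of 6 leave-one-out fits. ACOT8 (ENSG00000101473.16, chromosome 20, 45841721 to 45857405) had 1081 Input counts and was at least 3.32-fold lower in IP CPM. UBL7-DT (ENSG00000247240.7, a lncRNA gene on chromosome 15, 74461248 to 74513971) had 827 and was at least 2.54-fold lower. NUDT6 (ENSG00000170917.13, chromosome 4, 122888697 to 122922968) had 772 and was at least 2.37-fold lower. CENPV (ENSG00000166582.9, chromosome 17, 16342534 to 16353656) had 597 and was at least 1.83-fold lower. ENSG00000239467.5, with no entry in the annotation used, had 553 and was at least 1.70-fold lower.

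Gene sets fixed before the data were examined were compared with all other tested genes, and set medians of log2 IP/Input are given relative to the median of all genes. Of 15 sets tested over both cell lines, 11 had an adjusted p under 0.05 with camera, 13 with fry and 8 with an estimated correlation. In mESC the lncRNA genes (3.67 over 3528 genes, adjusted p = 8.40e-14) and the genes holding a peak present in all 3 replicates (3.73 over 238 genes, adjusted p = 7.36e-14) were higher. The latter genes were chosen by peaks called in the same IP libraries, so their higher value is no independent result. Mitochondrial genes (-2.07 over 10 genes, adjusted p = 0.000950), ribosomal protein genes (-1.80 over 76, 2.49e-12), histone genes (-2.14 over 62, 0.000433) and zinc finger genes (-1.34 over 365, 7.59e-07) were lower. When 1 library was left out, these 6 sets kept direction and call, at 2.99 to 5.25 for lncRNA, 3.68 to 4.47 for peak genes, -2.65 to -1.39 for mitochondrial, -1.92 to -1.07 for ribosomal protein, -2.14 to -1.33 for histone and -1.44 to -0.80 for zinc finger genes. The values nearest 0 of the lower sets, and the highest of the higher ones, came without an Input library, where fewer genes passed the count filter. Genes with few Input counts can pass that filter on their IP counts. The set tests were not rerun with another count filter, thinned Input counts or the background correction. How far this selection raises the lncRNA value thus stays open. With an estimated correlation, the calls of the mitochondrial (adjusted p = 0.114), ribosomal protein (0.0525) and zinc finger sets (0.0944) were lost; with fry all of these calls held. The snoRNA set (-0.09, adjusted p = 0.904) did not pass, and the snRNA set (-1.06, adjusted p = 0.80) passed with fry alone (adjusted p = 0.0337).

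In K562 mitochondrial genes (4.45 over 15 genes, camera adjusted p = 3.22e-30), ribosomal protein genes (2.05 over 74, 6.75e-37), snoRNA genes (3.39 over 6, 0.000179), snRNA genes (3.23 over 9, 2.25e-07) and lncRNA genes (0.27 over 2147, 0.0102) were higher. When 1 IP library was left out, snRNA genes were at 1.49 to 1.84 and snoRNA genes at 3.05 to 3.69, both still past the threshold; neither set was tested without an Input library. Mitochondrial genes ran from 3.73 to 4.83 and ribosomal protein genes from 1.97 to 2.59. The snoRNA call was lost with an estimated correlation (adjusted p = 0.0645). The lncRNA call was lost with library size scaling alone, and its relative median turned to between -0.19 and -0.16 when an Input library was left out, with fewer genes tested. Histone genes (-0.40, adjusted p = 0.505) did not pass. Zinc finger genes (-0.17, adjusted p = 0.0680) did not pass with camera on TMM-scaled counts, and passed with fry (adjusted p = 0.000677), with an estimated correlation (0.0292) and under the other scalings. Scaling moves all genes alike and so leaves the direction of these relative medians as it is; with the GC correction, which can move them, no set changed direction. With genes at 0 counts in a group set at their bound, the relative medians were -2.08, -1.81, -2.03, -1.32, 3.65 and 3.71 for the mESC mitochondrial, ribosomal protein, histone, zinc finger, lncRNA and peak gene sets. They were 4.37, 1.97, 3.31, 3.15 and 0.19 for the K562 mitochondrial, ribosomal protein, snoRNA, snRNA and lncRNA sets.

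**Figure D2:**
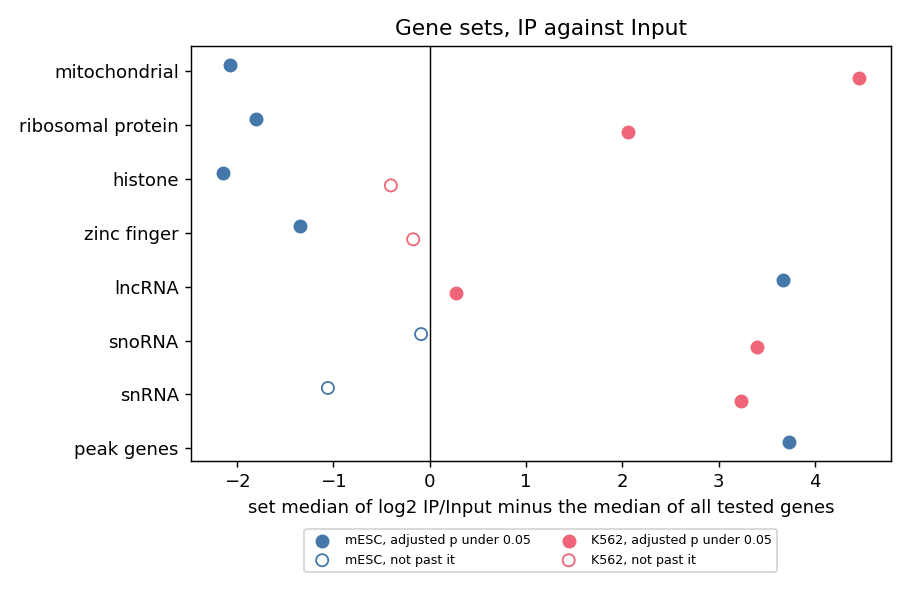
Set median of log2 IP/Input minus the median of all tested genes (horizontal axis) for each gene set (vertical axis) in mESC and K562; filled points have a camera adjusted p under 0.05. Mitochondrial genes sit at -2.07 in mESC and 4.45 in K562, and ribosomal protein genes at -1.80 and 2.05; the K562 lncRNA point turned negative when an Input library was left out.

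Genes that write, oxidise or read m5C in the pathway under study, or act with the proteins that do, were listed before the data were examined. In mESC 11 of 11 passed when adjusted over the list alone, and 11 passed over all genes tested (edgeR), 10 lower and 1 higher. Tet2 (ENSMUSG00000040943.12, chromosome 3, 133463679 to 133545139) was at 213 ± 49.6 CPM in IP and 586 ± 9.44 CPM in Input (SD, n = 3), a log2 IP/Input of -2.46 (SE 0.10, edgeR adjusted p = 2.86e-12). Tet3 (ENSMUSG00000034832.15, chromosome 6, 83362373 to 83459084) was the gene that was higher, at 92.0 ± 32.9 CPM in IP and 25.6 ± 0.444 CPM in Input, a log2 of 0.90 (SE 0.19, edgeR adjusted p = 0.000456). Tet1 (ENSMUSG00000047146.17, chromosome 10, 62804570 to 62908996) was at 579 ± 45.7 CPM in IP and 1183 ± 11.98 CPM in Input (edgeR adjusted p = 1.25e-13). When 1 library was left out, Tet2 ran from -2.65 to -1.75, Tet3 from 0.65 to 1.58 and Tet1 from -2.03 to -1.31, each still past the threshold. The other log2 values were -2.07 for Pspc1, -1.88 for Nsun2, -1.12 for Trdmt1, -1.69 for Nsun5, -1.62 for Mbd5, -0.96 for Mbd6, -1.88 for Bap1 and -2.23 for Asxl1. Mbd6 turned to 0.05 with library size scaling alone, and its call was lost with DESeq2 and in each fit that left out 1 library except IP replicate 2 (-0.73 to -0.25). Trdmt1 and Nsun5 lost their calls with library size scaling alone, and Trdmt1 also without IP replicate 3 (-0.67). Pspc1, Nsun2, Nsun5, Mbd5, Bap1 and Asxl1 kept their calls when 1 library was left out, with the values nearest 0, -1.38, -1.20, -0.97, -0.93, -1.19 and -1.56, without an Input library.

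In K562 8 of 11 passed when adjusted over the list alone, and 8 over all genes tested, each of them lower. TET2 (ENSG00000168769.13, chromosome 4, 105145875 to 105279816, GRCh38) was at 68.5 ± 29.9 CPM in IP and 125 ± 1.41 CPM in Input, a log2 IP/Input of -1.10 (SE 0.27, edgeR adjusted p = 0.000587). Its call was lost with the GC correction (-0.58) and without any 1 of the Input libraries (-0.67 to -0.65). ASXL1 (-1.17, adjusted p = 1.10e-07) and MBD5 (-1.13, adjusted p = 1.12e-05) were lower too, and kept their calls when 1 library was left out (-1.43 to -0.73 and -1.27 to -0.68). TET1 was at -0.48, TET3 at -0.43, PSPC1 at -0.66, TRDMT1 at -1.72 and MBD6 at -1.01, and each of these 5 lost its call in at least 1 fit that left out a library (ranges -0.61 to -0.0335, -0.57 to 0.0195, -0.91 to -0.20, -2.30 to -1.17 and -1.59 to -0.74). NSUN2 (-0.27), NSUN5 (-0.03) and BAP1 (0.13) did not pass. Adjusted over the list alone, 4 of the 11 genes passed with DESeq2, 3 with library size scaling alone, 4 with the GC correction and 2 in each fit that left out an Input library, so most of the K562 calls rested on the setting.

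The difference between the cell lines was tested for genes that share a symbol. Of 14242 genes, 4407 had an adjusted p under 0.05 for the interaction (edgeR), with IP/Input higher in K562 for 2345 and lower for 2062. Higher calls made up 53.2% with TMM, 35.3% with RLE scaling, 39.9% with library size scaling alone and 71.6% with the GC correction. The median difference was 0.17 with TMM, -0.27 with RLE scaling, -0.15 with library size scaling alone and 0.78 with the GC correction. With Input counts thinned, 1797 genes were called. Leaving out any 1 Input library, with fewer genes tested, gave 1250 to 1273 genes higher in K562 and 2336 to 2380 lower. Mitochondrial genes differed by a relative median of 5.83 over 16 genes (camera adjusted p = 3.20e-12), ribosomal protein genes by 2.99 over 78 (8.58e-32) and lncRNA genes by 0.71 over 49 (0.00229). These 49 do not stand for lncRNA genes at large, whose relative median within a line was higher in mESC (3.67) than in K562 (0.27). With genes at 0 counts in a group at their bound, these medians were 4.41, 2.85 and 0.81.

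In mESC, MACS2 peaks were called by the authors in each replicate. The lists held 11146, 15404 and 15797 peaks, with a median width of 150 bp, the fragment extension. They merged into 35162 regions, of which 1711 held a peak of all 3 replicates on the same recorded strand. Of each list, 17.1%, 12.5% and 12.2% of peaks lay in those regions. Presence in at least 2 replicates moved the number most, to 4807 regions, and without replicate 1 the other replicates shared 3173. The number was 1642 with strand ignored and 1482 with an overlap of 50% of both peaks. The strand convention of the lists was not settled: in exons of the mESC genes in the top 10% of Input density, 10.1%, 10.1% and 9.38% of the peaks of replicates 1 to 3 were recorded on the strand of the gene (Wilson 95% intervals 5.86% to 16.8%, 6.29% to 15.7% and 5.76% to 14.9%). Among the shared regions in those exons it was 43.8% (7 of 16, 23.1% to 66.8%).

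The study asked whether caRNA m5C lies in repeats. Of the 1629 shared regions on the sequence used, 1245 had at least 50% of their bases repeat-masked, a share of 76.4%. Random placement gave 34.1% ± 1.10 (SD over 1000 sets), and 0 of 1000 sets reached the observed share (one-sided permutation p = 0.001, the smallest that 1000 sets can give). The share in the lists of single replicates was lower, 51.2%, 50.4% and 49.9%, against 28.9% to 29.1% at random, each with the smallest p as well. Random sets were not matched to transcribed sequence, to Input coverage or to how uniquely reads align. The excess therefore does not separate m5C from a higher share of repeats in caRNA. Regions were also placed independently, although 151 of the 1629 lay in the 10 densest 1 Mb windows.

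**Figure D3:**
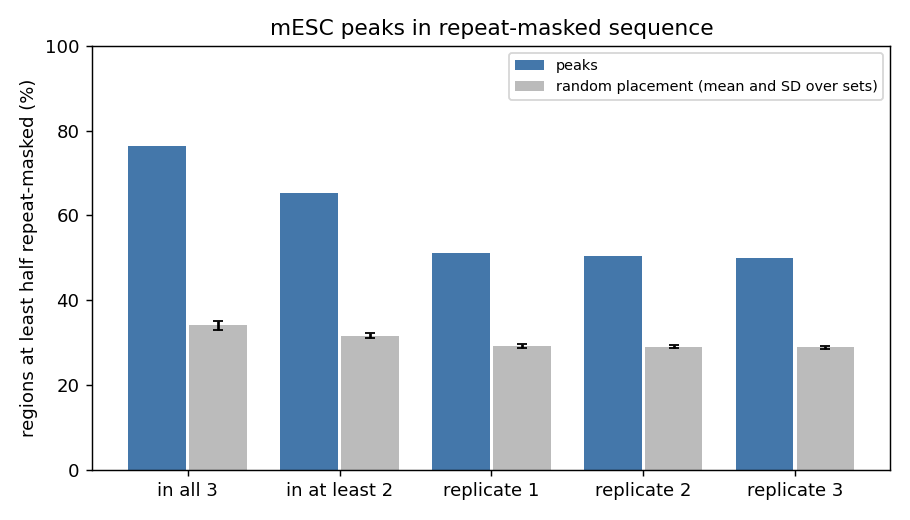
Share of regions with at least 50% of their bases repeat-masked (%, vertical axis) for mESC peaks in all 3 replicates, in at least 2 and in each replicate (horizontal axis). Grey bars are the mean over 1000 random placements with the SD as error bar; observed shares run from 49.9% to 76.4% and random ones from 28.9% to 34.1%.

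By the midpoint of the region, 4.54% of the shared regions lay in exons, 15.3% in introns and 80.1% outside genes of the recorded strand. Random placement gave 2.47% ± 0.419, 21.7% ± 0.897 and 75.8% ± 0.983 (SD over 100 sets). With strand ignored, the shares were 8.59%, 29.2% and 62.2%, against 4.89% ± 0.543, 41.6% ± 1.28 and 53.5% ± 1.23 at random. Exons and the space outside genes thus held more regions than at random, and introns fewer, each by more than the SD over random sets, with or without the recorded strand. Shares on the recorded strand hold only if that strand is the strand of the RNA.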

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

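Of the tests in this part, the regrouping of cell line labels, the gene set tests in the interaction model with their alternatives, the look at the pathway genes in that model, and the comparison of unscaled mitochondrial shares were chosen only after the results were seen.

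IP/Input differed between mESC and K562 for 4407 genes, by a test of the difference itself. When IP and Input labels were regrouped within each cell line, 10 of 100 splits gave as many genes. Those 10 are the splits that keep the real mESC labels: with only the K562 labels regrouped 7136 to 7287 genes were called, and with only the mESC labels regrouped 224 to 242. With the labels of both lines regrouped, each split called 0 genes. When cell line labels were regrouped within IP and within Input, 8 of 100 drawn splits gave as many genes, the highest 7014. Regrouping 1 line sets the IP/Input contrast of the other against none, and regrouping cell line labels sets libraries of different organisms against each other. Splits of 1 line and of cell line labels are thus not groupings without a difference. Splits of both lines come nearest to one, and the real labels called more genes than any of them. Each of their groups still mixes IP and Input libraries, so the splits do not decide whether the count is beyond chance. With the GC correction, 3892 of the same genes were called in the same direction, which argues against GC content as the whole cause. The cell lines also differ in organism, annotation, depth and composition of the IP libraries, and a biological difference between the lines stays open and untested.

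Gene sets differed between the cell lines too, by the same interaction test: the relative median was 5.83 for mitochondrial genes, 2.99 for ribosomal protein genes and 0.71 for lncRNA genes, higher in K562. The lncRNA value covers only the 49 that share a symbol; over all those tested within a line the order was the other way, 3.67 over 3528 genes in mESC and 0.27 over 2147 in K562. The mitochondrial and ribosomal protein sets were lower in mESC IP and higher in K562 IP. TMM scaling does not enter the mitochondrial share of unscaled gene counts, and that share rose 15.8-fold from Input to IP in K562 while the mESC ratio was 0.456. With the GC correction the K562 mitochondrial set stayed at 4.40 and past the threshold, as did the ribosomal protein set. Mitochondrial DNA in the K562 IP libraries would give an even density, but it differed 12.5-fold across the 12 mitochondrial genes of at least 500 bp. An even source was predicted to stay within 2-fold and any other to exceed 5-fold. Without the rRNA genes the range was 3.18-fold, between these limits, and 4.07-fold in Input. The argument against DNA thus rests on MT-RNR1 and MT-RNR2, the genes of lowest IP density among these. Whether a step that removes rRNA lowered them was not tested, so mitochondrial DNA stays open. More mature RNA in the K562 IP libraries would raise genes with a larger exonic share, but Spearman's rho across genes, which are not independent replicates, was -0.0513 in K562 and -0.306 in mESC. The 10% of K562 genes with the largest exonic share had a median log2 of 0.00876 against -0.19 for the rest, which goes the other way, so this explanation stays open. Reads shared with nuclear copies of mitochondrial genes and with ribosomal protein pseudogenes were not tested and stay open, and so does a difference in m5C between the lines as a hypothesis.

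By the naming rule, which asks for a mean CPM and no overlap of IP and Input values in each line, 6 single genes that differed between the lines were named. The fitted differences in log2 IP/Input were 10.78 for RPS27L, 9.20 for ZBTB32, 8.31 for LRRC2, -17.71 for SLFN14, -11.40 for TMEM67 and -11.15 for CAPS2. These sizes depend on the prior count and bound nothing. RPS27L had 0 IP counts in mESC and 4 in K562, where its CPM ratio was 1.92 (95% interval 0.519 to 4.98). ZBTB32 and LRRC2 had 4 and 8 IP counts in K562, with CPM ratios of 145 (24.5 to 987) and 96.4 (32.4 to 282). TMEM67 and CAPS2 had 0 IP counts in K562 and were at least 1.14-fold and 1.28-fold lower there, against ratios of 3.66 (2.99 to 4.44) and 2.77 (1.65 to 4.38) in mESC. SLFN14 had 0 IP and 302 Input counts in K562, too few to show a fall, against a ratio of 454 (160 to 1769) in mESC. No explanation was tested for single genes.

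Of the 11 pathway genes, 4 differed between the lines by the edgeR test with TMM scaling: TET1 by 0.88, TET3 by -1.97, PSPC1 by 0.78 and NSUN2 by 0.98 in log2 (edgeR interaction adjusted p = 0.00630, 2.91e-07, 0.0427 and 0.0256). The TET3 difference stayed past the threshold in each alternative run on it. Those of TET1, PSPC1 and NSUN2 lost the call with RLE scaling (0.44, 0.34 and 0.54), library size scaling alone and DESeq2, and in every fit that left out an Input library. They also lost it without K562 IP replicate 2, where all 3 were smaller (0.79, 0.50 and 0.76). PSPC1 and NSUN2 lost it without K562 IP replicate 3 too (0.71 and 0.99). Those sizes stayed near the 0.78 and 0.98 of the full fit, so that loss does not show that the calls rest on that library. Other genes gained a call: TET2 (1.28) and BAP1 (2.08) with the GC correction, MBD6 (-1.13) with DESeq2, and BAP1 without mESC IP replicate 2 (1.45) and without K562 IP replicate 1 (1.66). Scaling between the lines is thus a candidate source of the differences in TET1, PSPC1 and NSUN2, and no other explanation was tested.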

How the results depend on the processing

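Among the alternatives in this part, thinned Input counts, the background correction, the leave-one-out fits on an unchanged gene list, for repeats and for composition, the annotation of single replicate lists and all alternatives for set differences between cell lines were chosen only after the results were seen. Where no reason is given below, the cause was not tested.

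Of 662 values recomputed for the results that answer a comparison, 512 kept their direction and side of the threshold or moved little, 127 moved, 5 became weaker, 9 stronger and 9 reversed. Of 256 values for genes named by rank, 256 kept direction and call, counting only fits in which the gene was tested. Within a cell line, the genes at the lower end were tested in 3 of 6 leave-one-out fits. At the upper end Mymk and FAM153CP were tested in 2, MUC2 and ENSG00000182230.12 in 1 and FAM20C in none. Of 414 for pathway genes, 309 kept both, 76 lost the call, 5 gained it and 24 reversed. Of 96 for set differences between cell lines, 88 kept both and 8 reversed. The share of peaks in repeats stayed past its test in each alternative run, from 49.9% to 90.4%. The ratios of library composition, compared by leave-one-out alone, moved by less than their spread.

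The number of genes called moved with Input depth and with the count filter. Thinning also left fewer genes to test, so these settings do not separate the 2. With Input counts thinned to the IP depth, 6173 mESC genes were called, 3751 higher and 2422 lower, and 3393 and 1258 by a log2 of 1. In K562 it was 539, 369 higher and 170 lower, and 248 and 51 by a log2 of 1. For the difference between lines it was 1797, 903 higher and 894 lower, and 826 and 865. With a mean count of at least 50, which leaves fewer genes to test, mESC gave 7312 genes, 3711 higher and 3601 lower, and 2986 and 1831 by a log2 of 1. K562 gave 1797, 968 higher and 829 lower, and 681 and 254. The difference between lines had 3105, 1315 higher and 1790 lower, and 1162 and 1649 by a log2 of 1. Most of these calls were thus lower in K562, with 42.4% higher against 53.2% in the main fit. Without a filter more genes were tested: mESC had 12677 higher, 12387 by a log2 of 1, and K562 8237, with 4202 higher, 4035 lower, and 4123 and 2591 by a log2 of 1. The IP depth limits what can be said of genes with few counts, more so in K562.

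Scaling moved the direction of calls. With library size scaling alone, 4738 mESC genes were lower, 2959 by a log2 of 1, and 1092 K562 genes, 345 by a log2 of 1. With RLE scaling, 643 K562 genes were lower by a log2 of 1, and 1457 genes were higher in K562 than in mESC, 1305 by a log2 of 1. With DESeq2, 1486 K562 genes were lower, 500 by a log2 of 1. For the difference between lines DESeq2 called more genes, 6088 against 4407, with 2903 higher and 3185 lower in K562 than in mESC. With the GC correction, 1324 K562 genes were lower, 427 by a log2 of 1, and 3891 genes were higher in K562 than in mESC, 3701 by a log2 of 1. The test against a log2 of 1, stricter by construction, called 1464 K562 genes, 1413 higher and 51 lower. For the difference between lines it called 2623, 1120 of them higher.

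The replicate numbers did not pair the samples: correlations of deviations between IP and Input libraries of the same number were 0.00453 to 0.0296. With the replicate number as a replicate block, 15434 genes were called in mESC, 3940 in K562 and 4499 for the difference between lines. The block with the GC correction called 2941 K562 genes, 1035 lower, 322 of them by a log2 of 1, and for the difference 4172 higher, 4002 by a log2 of 1. Trdmt1 in mESC (-1.15) and TET1 (-0.48) and MBD6 (-1.01) in K562 lost their calls with the block. In the block the K562 zinc finger set passed at -0.17, and the snRNA set difference turned to 0.0681.

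Leaving out 1 library at a time gave 9236 to 16165 mESC genes, 4572 to 7875 higher and 4664 to 8290 lower, and 4312 to 7596 and 3651 to 7273 by a log2 of 1. In K562 it gave 1090 to 4394, 694 to 2139 higher and 396 to 2255 lower, and 334 to 2047 and 60 to 1276 by a log2 of 1. For the difference between lines it gave 3253 to 4689, 1250 to 2538 higher, and 1118 to 2309 by a log2 of 1. In mESC and K562 the low values belong to fits without an Input library, where fewer genes were tested. For the difference, the lowest total was without K562 IP replicate 2, with 14526 genes tested; fits without an Input library gave 3597 to 3653, with the low numbers of higher genes. On an unchanged gene list the counts were 15240 to 16033, 3562 to 4492 and 3329 to 4715, with 7570 to 7904 and 1748 to 2136 genes higher, 7633 to 8129 and 1792 to 2356 lower, and 1550 to 2599 higher for the difference.

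Among gene sets, an estimated correlation lost the calls of the mESC mitochondrial (-2.07), ribosomal protein (-1.80) and zinc finger sets (-1.34) and of the K562 snoRNA set (3.39), whose medians it leaves as they are. The mESC snRNA set (-1.06) passed with fry. The K562 zinc finger set passed with fry, an estimated correlation, RLE and library size scaling (-0.17 each) and the GC correction (-0.11); by leave-one-out it ran from -0.23 to -0.0292. The K562 lncRNA set lost its call with library size scaling (0.27) and ran from -0.19 to 0.29 by leave-one-out. The mESC snoRNA set ran from -0.96 to 0.92 and the mESC snRNA set from -1.18 to 0.53, above 0 only without an Input library. In the difference between lines, the snRNA set turned to 0.30 with the GC correction and ran from -0.13 to 1.08 by leave-one-out, the snoRNA set turned to -0.0500 with library size scaling, and the zinc finger set ran from -0.25 to 0.41 by leave-one-out. None of these 3 differences passed.

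Of the pathway genes, adjusted over the list alone, 4 passed in K562 with DESeq2, 3 with library size scaling, 4 with the GC correction and 2 to 8 by leave-one-out. Reversed values were Mbd6 in mESC (0.0500, library size scaling), NSUN5 in K562 (0.0878 with DESeq2, 0.0889 with RLE, 0.24 with library size scaling) and BAP1 in K562 (-0.10 with the GC correction). By leave-one-out in K562, BAP1 ran from -0.31 to 0.32, NSUN2 from -0.47 to 0.18, NSUN5 from -0.50 to 0.39 and TET3 from -0.57 to 0.0195. In the difference between lines, MBD5 turned to 0.47 and MBD6 to 0.14 with the GC correction, ASXL1 to -0.0130 with DESeq2 and -0.0132 with RLE, and by leave-one-out ASXL1 ran from -0.0742 to 0.58 and MBD6 from -1.22 to 0.17.

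Presence in at least 2 replicates gave 4807 peak regions, 5.61% in exons and 78.7% outside genes. By leave-one-out, 2512 to 3173 regions were shared by the other replicates, since fewer lists had to overlap. With strand ignored, 8.59% lay in exons, 29.2% in introns and 62.2% outside genes. In the lists of replicates 1, 2 and 3, exons held 4.73%, 4.89% and 5.07%, introns 19.2%, 17.8% and 18.4%, and the space outside genes 76.1%, 77.3% and 76.5%. Alternatives by peak score and scaling by spike-in reads were not run, since no scores or spike-in lines were used here.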

Other observations

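Of the tests in this part, the GC correction of the gene fits within a cell line as a test of cause and its split by direction in K562, the splits for the pathway genes, the thinning of Input counts, the background correction and the tests on the strand of peaks were chosen only after the results were seen or added after the data had been seen.

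The splits of 3 libraries against 3 number 10, so they cannot put a share under 0.05. For the mESC genes, 1 of 10 splits gave as many genes, and for the K562 genes 1 of 10; the other splits called 0 genes in either line, with 28 to 49 genes in mESC and 68 to 123 in K562 at an unadjusted p under 0.05. For the pathway genes 1 of 10 splits gave as many in mESC and 1 of 10 in K562, with 0 in the others. For the mESC gene sets 10 of 10 splits gave as many sets, since the other splits gave 6 to 7. For the K562 sets it was 1 of 10, with 2 to 4 in the other splits. The other splits keep part of the contrast of IP with Input, as each of their groups mixes 2 libraries of one kind with 1 of the other.

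Input libraries were far deeper than IP libraries. With Input counts thinned to the IP depth, 5120 of the 16590 mESC calls were made again in the same direction, and 414 of the 4576 K562 calls. The loss of most calls is consistent with Input depth setting how many genes can be called; fewer genes were tested as well, 10325 and 3196. With the GC correction 15953 mESC calls were made again, and 3156 K562 calls. This argues against GC content as the whole cause in either line. In K562 it was 2016 of the 2191 higher calls but 1140 of the 2385 lower ones, and the genes lower by a log2 of 1 fell from 1014 to 427, so GC content is a candidate source of many lower calls in K562. An even background over gene length did not account for the genes higher in IP either, since 6530 of 8078 in mESC and 1896 of 2191 in K562 were called higher again once it was taken off.

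Genes with almost no Input counts held IP counts in mESC. Genomic DNA in the IP libraries may be one source. The mESC libraries held 2680 Input counts of 4 Y-linked genes, so a single X was assumed, and DNA would then put about 0.5 of the autosomal density on chromosome X. At like GC content the ratio was 0.820 (95% bootstrap interval 0.647 to 1.02) over 525 X-linked and 8694 autosomal genes. This argues against DNA as the only source; a part from DNA stays open, as does the number of X copies. The bases of shared peaks were a further test. On the recorded strand C minus G was -4.28 ± 0.286 (SE) percentage points over 1629 regions (two-sided sign-flip permutation p = 0.0001, the smallest that 10000 flips give), and -3.98 ± 0.568 in the regions under 50% masked. DNA from both strands alike would give equal C and G. The excess was of G, whereas an excess of C had been predicted for RNA, and its direction depends on the strand convention. The SE and p-value take regions as independent. Of the 1629, 1245 were at least 50% masked and 151 lay in the 10 densest 1 Mb windows. Both may thus be too small, and this test neither excludes DNA nor shows RNA.

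The strand of the peaks raises a question of its own. In mESC genes with over 100 Input counts per kb, peaks recorded on the strand of the gene were 0.540 ± 0.0479 (SD, n = 3 replicates) times as dense as in genes with under 1, and peaks on the opposite strand 1.82 ± 0.0771 times as dense. From under 1 to between 1 and 100 counts per kb, both strands rose alike, 1.60 ± 0.142 and 1.66 ± 0.0319 times. From there to over 100, peaks on the strand of the gene fell to 0.340 ± 0.0376 times the density and those on the opposite strand changed little, 1.09 ± 0.0472 times. Fewer calls on the strand of the gene where Input is deep would give this second step, and leave the shared rise in the first unexplained. Its prediction named only the genes with under 1 count per kb, against which the rise on the opposite strand would count; the middle genes were compared after that, and missed calls stay open. A reversed strand column stays open too. As first written, the prediction for a reversed column was an equal density on the strand of the gene, which the lower value would count against; but a reversed column only swaps the strands and sets no density by itself, so that prediction was set aside after the value was seen. Shared regions did not show the pattern: in the genes in the top 10% of Input density, 14 of 28 were recorded on the strand of the gene (50.0%, Wilson 95% interval 32.6% to 67.4%), and 7 of 16 in their exons. The peak lists hold no Input signal, which keeps the question open.

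Few peaks were present in all 3 replicates. Peaks exactly 150 bp wide were shared in 5.79% ± 1.82 (SD, n = 3 replicates) of cases and wider peaks in 39.9% ± 6.82, a mean odds ratio of 11.1. Stacks of reads at one position may thus make up many of the unshared peaks. Weak peaks on few reads would look alike, and wider peaks overlap more by chance, so the test does not single out stacks. No biological explanation was tested.

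The K562 Input replicates were closer to each other than counting noise allows in 2 of 3 pairs. Duplicate removal, which caps counts where reads are dense, may be the reason. At like counts, chi-square per gene was lower in the densest tertile of genes than in the sparsest in each pair, by a mean difference of -0.118 (two-sided permutation p = 0.0005, the smallest that 2000 permutations give, 0.001 and 0.0205). Other causes of dense genes being more alike were not tested.

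The 1 Mb window with the most shared peak regions in mESC was chromosome 9, 3000001 to 4000000 (GRCm38), with 32 of 1629. Gm11168 and Gm10717, at the upper end of the mESC ranking, lie in it. This was noticed after both were seen, and no explanation was tested.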
